# Bisulfite Sequencing Reveals That *Aspergillus flavus* Holds a Hollow in DNA Methylation

**DOI:** 10.1371/journal.pone.0030349

**Published:** 2012-01-20

**Authors:** Si-Yang Liu, Jian-Qing Lin, Hong-Long Wu, Cheng-Cheng Wang, Shu-Jia Huang, Yan-Feng Luo, Ji-Hua Sun, Jian-Xiang Zhou, Shu-Jing Yan, Jian-Guo He, Jun Wang, Zhu-Mei He

## Abstract

*Aspergillus flavus* first gained scientific attention for its production of aflatoxin. The underlying regulation of aflatoxin biosynthesis has been serving as a theoretical model for biosynthesis of other microbial secondary metabolites. Nevertheless, for several decades, the DNA methylation status, one of the important epigenomic modifications involved in gene regulation, in *A. flavus* remains to be controversial. Here, we applied bisulfite sequencing in conjunction with a biological replicate strategy to investigate the DNA methylation profiling of *A. flavus* genome. Both the bisulfite sequencing data and the methylome comparisons with other fungi confirm that the DNA methylation level of this fungus is negligible. Further investigation into the DNA methyltransferase of *Aspergillus* uncovers its close relationship with RID-like enzymes as well as its divergence with the methyltransferase of species with validated DNA methylation. The lack of repeat contents of the *A. flavus*' genome and the high RIP-index of the small amount of remanent repeat potentially support our speculation that DNA methylation may be absent in *A. flavus* or that it may possess *de novo* DNA methylation which occurs very transiently during the obscure sexual stage of this fungal species. This work contributes to our understanding on the DNA methylation status of *A. flavus*, as well as reinforces our views on the DNA methylation in fungal species. In addition, our strategy of applying bisulfite sequencing to DNA methylation detection in species with low DNA methylation may serve as a reference for later scientific investigations in other hypomethylated species.

## Introduction

*Aspergillus flavus* first came to notoriety for its production of aflatoxin (AF), the most potent naturally occurring toxin and hepatocarcinogenic secondary metabolite [1], [2]. The biosynthesis of AF has been a hot issue among groups of microbiologists, and the underlying regulation pathways have been serving as a theoretical model for biosynthesis of other microbial toxins [3].

A 70 kb gene cluster in chromosome III of *A. flavus* has been discovered to be involved in most of the bioconversion steps in the AF biosynthetic pathway [4]. Some genes located outside the gene cluster have also been found to play a part in AF biosynthesis [5], [6]. Furthermore, some environmental elements, including light, carbon source, nitrogen source, temperature, pH, and antioxidants, are also related to AF biosynthesis [7], [8]. Epigenetic modification, which is considered to be the connection between genotype, phenotype, and environment in most eukaryotes, has been suggested to be an important control mechanism used by fungi to modulate the transcription of genes involved in secondary metabolite production [9]. However, it is still unknown whether the AF biosynthesis process is related to epigenetic variation, especially to DNA methylation.

Although whether DNA methylation exists in *A. flavus* remains controversial, a few pieces of evidence have lent strong positive support. Firstly, when treating *A. flavus* with the DNA methyltransferase inhibitor 5-azacytidine (5-AC), we observed a fluffy phenotype of the colony and a sharp decline in AF production (laboratory work, in submission), suggesting a potential role of DNA methylation in the regulation of AF biosynthesis. Subsequently, we identified a homolog of DNA methyltransferase gene in the *A. flavus* genome and further confirmed its expression throughout the *A. flavus* lifecycle. Furthermore, through high performance liquid chromatography (HPLC) and two-dimensional thin-layer chromatography (2D-TLC), Gowher *et al.* showed that 5-methylcytosine (5 mC) is present in the DNA from *A. flavus* and that the relative amount of 5 mC to total cytosine is approximately 1/400 [10].

On the other hand, a few reports have cast doubt on the existence of DNA methylation in this fungus. First of all, when we applied CpG methylation-sensitive restriction endonucleases (MSREs) *Msp*I/*Hpa*II to *A. flavus*, we could not detect any 5 mC, consistent with previous studies in other *Aspergillus* members [11]. Secondly, 5 mC could not be detected in *Aspergillus* members by 2D-TLC, MSREs digestion, southern hybridization, and immunoblotting [11]–[14]. Finally, no other positive report on 5 mC of *A. flavus* has been released since HPLC and 2D-TLC analysis were first applied to *A. flavus* DNA methylation detection a decade ago [10].

Considering the controversial existence of DNA methylation in *A. flavus*, we chose the bisulfite sequencing (BS-Seq), which is considered as the gold standard for DNA methylation profiling [15], [16], to reveal for the first time a clear and comprehensive DNA methylation profile of *A. flavus*. BS-Seq makes DNA methylation calls in a single-base resolution and in a quantitative way. It not only estimates the global DNA methylation level of *A. flavus*, but also reveals the DNA methylation pattern in different sequence context, thereby providing important insights into the distribution and function of DNA methylation in *A. flavus*. In addition, DNA contamination, if any, can be sensitively detected.

Despite these advantages of BS-Seq, we also noticed the unique disadvantage of this technology—the false positive methylcytosine calls due to the non-conversion of unmethylated cytosines. Therefore, a biological replicate strategy was applied and a false-positive control was set in our experiment.

To further explore the DNA methylome in *A. flavus*, we also compared the BS-Seq data of *A. flavus* and all the other fungi with available data for DNA methylation levels and patterns. Also, we analyzed the divergence of DNA methylatransferases and the genomic features relevant to DNA methylation, such as RIP-index and the repeat components among *A. flavus*, the other *Aspergillus* members, and the species whose methylome has been already investigated. The comparisons, together with the BS-Seq results, reveal that *A. flavus* holds a hollow in DNA methylation. This raises two possible definitions of the DNA methylation status of *Aspergillus* members: they may completely lack DNA methylation; or there may be extremely transient methylated states during the obscure sexual stage of the life cycle, but the process is so evanescent that we can hardly reproducibly determine the DNA methylation status of the cytosines within the genome.

Altogether, this work contributes to our understanding on the DNA methylation status of *A. flavus*, a typical fungal model on secondary metabolisms and reinforces our views on the DNA methylation in fungal species. Furthermore, our strategy of applying BS-Seq to DNA methylation detection in species with low DNA methylation may serve as a reference for future scientific investigations in other hypomethylated species.

## Results

### Bisulfite Sequencing Reveals a Lack of DNA Methylation in *A. flavus*

BS-Seq of two biological replicates of *A. flavus* NRRL 3357 was carried out. 

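Genomic DNA from mycelium of A. flavus was spiked with unmethylated lambda DNA, treated with bisulfite and sequenced as 49 bp pair-end reads, with 1 library for each of the 2 biological replicates and no second condition. The authors removed adapter sequences, clonal duplicates and reads mapped to multiple sites. They deposited, for each base of the genome, counts of reads with an unconverted and with a converted cytosine, together with the quality of each read base. The deposited counts held 234,006,869 cytosine calls in replicate 1 and 237,730,016 in replicate 2 without a Q score filter. The Q score minimum of 20 given in the Materials and Methods was therefore applied to the deposited qualities, which left 232,648,167 and 236,400,899 calls. All values use these filtered counts unless stated otherwise. Positions are those of the genome sequences named in the deposited data, of which 1024 were listed in replicate 1 and 990 in replicate 2. No lambda DNA sequence was among them, so the lambda rates of Table 1 were used as the noise rates. A cytosine was tested at a sequencing depth of at least 10 reads. Intervals cover counting error only, since reads amplified by PCR are not all independent molecules.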

In total, each biological replicate yielded 1.2 Gbp raw data. 

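Of the 18,250,834 cytosines listed for replicate 1 on both strands, 17,555,784 (96.2%) had at least 1 read. In replicate 2, 17,571,892 of 18,228,656 listed cytosines (96.4%) were covered. The mean over both replicates was 96.3% ± 0.145 (SD, n = 2). With the genome size and C+G content of Table S1 as the denominator, an alternative chosen after seeing the data, the mean was 90.9%.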

For each of them, approximately 90% of the total reads were unambiguously mapped to the genome, covering 91% of the 19.3 million cytosines within the *A. flavus* genome with at least 1 read. The effective average sequencing depth per strand reached 14× for both replicates. Both libraries showed nearly complete bisulfite conversion (>99.5%). In addition, we observed a very high concordance of the sequencing depth across cytosines between the two biological replicates (Pearson Correlation Efficient = 0.98), indicating the unbiased construction of both libraries and the practicability of our overlapping methods for methylcytosine determination (see below). 

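The mean depth over listed cytosines was 12.9 ± 0.157 reads (SD, n = 2 replicates), with the higher value in replicate 2. Over covered cytosines alone it was 13.3 and 13.5 reads. The median depth was 12 reads in replicate 1 and 13 in replicate 2, and the highest depths were 2321 and 2270 reads.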

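Across 18,330,363 cytosines listed for either replicate, Pearson's r between the depths of both replicates was 0.889 and Spearman's rho was 0.716. Cytosines in the same read are not independent, so no p-value was computed. The deepest 1% of cytosines moved r most, to 0.707 when they were left out. On the scale of log2(depth + 1), r was 0.83.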

Processing of the data and quality control procedures were described in the Materials and Methods section and data production is summarized in Table S1 and Figure S1.

The global DNA methylation level of *A. flavus* NRRL 3357 was estimated by the amount of virtually methylated cytosines as well as the non-converted unmethylated cytosines divided by the total amount of cytosines detected in each sample. The global level was low in both biological replicates of this fungal species, ranging from 0.44% (replicate 1) to 0.47% (replicate 2), which is comparable to the DNA methylation level of the unmethylated lambda DNA in the corresponding base context (Table 1).

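The global DNA methylation level was 0.465% in replicate 1 (95% Clopper-Pearson interval 0.464% to 0.466%) and 0.465% in replicate 2 (0.464% to 0.466%). The mean was 0.465% ± 0.000264 (SD, n = 2), and the replicates differed by less than the counting error. The mean level was 0.430% ± 0.000310 in CG, 0.664% ± 0.000646 in CA, 0.378% ± 0.000164 in CT and 0.365% ± 0.00137 in CC (SD, n = 2 for each). It was 0.444% ± 0.00140 in CHG and 0.486% ± 0.000870 in CHH (SD, n = 2). A depth minimum of 20 reads moved the level of all cytosines most, to 0.448%. The lambda levels of Table 1 are the paper's, 0.443% in replicate 1 and 0.448% in replicate 2 over all contexts. No test against lambda counts was made. In its place, the level was computed in 744 genome windows of the length of lambda DNA, 48,502 bp. In replicate 1, 19.9% of these windows were at least as far from the genome level as lambda DNA was, and in replicate 2, 29.4%. The genome level was below lambda DNA in CG and above it in CA, CT and CC, in both replicates. In CG the shares of windows at least as far were 98.1% and 76.7%, and in CA they were 22.6% and 6.18%. These shares pair the lambda rates with the replicates by number. With the rates exchanged, which was chosen after seeing the data, they were 30.4% and 18.1% over all contexts, 80.2% and 95.8% in CG, and 7.66% and 19.1% in CA. The windows match lambda DNA in length only, since its number of calls is not known. On the Watson strand alone, with fewer calls per window, the shares over all contexts rose to 34.5% and 43.5%. The level stayed at 0.465% in both replicates. The shares therefore depend on the number of calls and cannot decide whether lambda DNA differs from the genome.

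**Figure D1:**
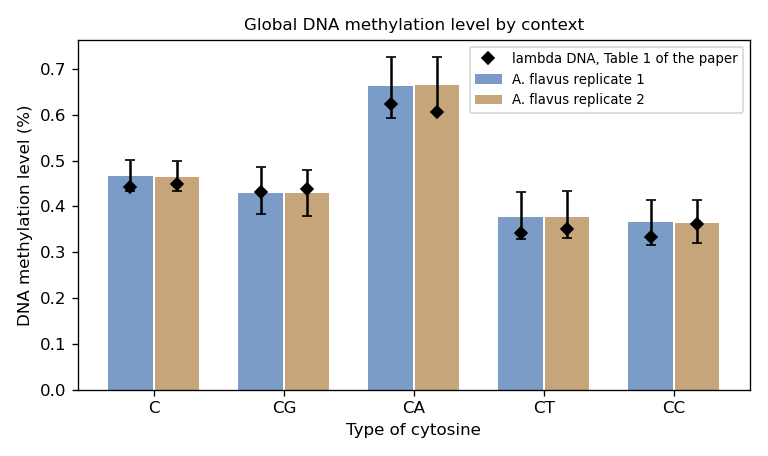
DNA methylation level (%) by type of cytosine in both biological replicates (bars), with the lambda DNA level that Table 1 of the paper gives for the same replicate number (diamonds). The lines span the central 95% of genome windows of the length of lambda DNA, and each diamond lies within its line. For CA in replicate 2 the diamond is at 0.605% and the lower end of the line at 0.603%. The windows do not match lambda DNA in number of calls, so a diamond within its line does not show equal levels.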

**Table 1:** Global DNA methylation level of different types of cytosine.

Types of cytosines	C	CG	CA	CT	CC
*A. flavus* Replicate 1	0.00465	0.00430	0.00664	0.00378	0.00364
*A. flavus* Replicate 2	0.00465	0.00430	0.00663	0.00378	0.00366
Control Replicate 1	0.00443	0.00431	0.00623	0.00341	0.00334
Control Replicate 2	0.00448	0.00437	0.00605	0.00350	0.00361

However, global DNA methylation levels are only an indirect indicator of the methylcytosines in a genome. For example, the silkworm possess approximately10,000 highly conserved methylcytosines, but its global DNA methylation level merely ranges from 0.2% to 0.7% [17].This seemingly contradictory observation is due to the clustering of highly methylated methylcytosines within a very limited number of regions. 

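Clustering of unconverted reads was examined in 36,767 windows of 1 kb with at least 200 cytosine calls in both replicates. The count in each window was compared with the count that the genome-wide rate of each dinucleotide context gives, by an upper-tail binomial test with Benjamini-Hochberg adjustment at 0.05. In replicate 1, 111 windows passed, and in replicate 2, 99. Of these, 18 passed in both replicates, against 0.299 expected with every window equally likely to pass (one-sided exact hypergeometric test, p = 2.1e-27). Windows with more calls pass at a smaller excess, so this and the expected numbers below are not matched for depth. In replicate 1 the median window had 6306 calls. EQ963489.1 from 7001 to 8000 had 332,331 calls and passed at 1.55 times the expected count. Sequences of very high depth, at least 90 reads on average, held 8 of the 18. Of the 5 windows with the smallest p, 4 lay on such sequences, 3 of them on EQ963489.1 and the other on EQ963504.1. The remaining window was EQ963475.1 from 2621001 to 2622000, with 117 unconverted of 5723 calls (2.04%) in replicate 1 and 96 of 6461 (1.49%) in replicate 2. Without cytosines in stretches of 20 or more bases without G, 0 of the other 10 windows passed in both replicates, but fewer calls per window also make passing harder. Across windows, Pearson's r between the replicates of observed over expected counts was 0.104 and Spearman's rho was 0.0717. Windows of 500 bp gave 27 in both replicates against 0.435 expected and windows of 5 kb gave 5 against 0.0668, while a beta-binomial test lowered the number to 3 against 0.00457.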

Taken this into consideration, we launched an investigation on the DNA methylation status of each cytosine in *A. flavus* genome.

We first applied a correction algorithm based on the binomial model for 5 mC detection [18] (see Materials and Methods section for details). 

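Under the binomial model with the lambda rate of each replicate and a q of 0.01, 36,457 of 11,906,096 tested cytosines were detected as 5 mC in replicate 1 and 37,351 of 12,206,974 in replicate 2. They made up 0.200% and 0.205% of the listed cytosines. CHH held 60.6% of them in replicate 1 and 60.5% in replicate 2, CHG held 19.6% and 19.5%, and CG held 19.8% and 20.0%. The CHH context also held 56.4% of tested cytosines in each replicate. The choice of q moved the number strongly, to 2709 and 2771 at a q of 0.001 and to 137,878 and 138,078 at a q of 0.05. A rule per depth that holds the expected share of chance calls under 1%, chosen after seeing the data, left 177 and 173.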

At first, 7,800 5 mC (replicate 1) and 7,790 5 mC (replicate 2) were detected, taking up nearly 0.04% of the total genomic cytosines and most of detected methylcytosines were located in the CHH or CHG context (Figure 1A). Nevertheless, DNA methylation levels of the detected 5 mC were low (Figure 1B) — only a very small fraction of them were above 5% and few of them were higher than 15%. 

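The median DNA methylation level of the detected 5 mC was 11.1% in each replicate. In replicate 1, 0.856% of them were below 5%, 36.2% were from 5% to 10%, 43.6% from 10% to 15% and 19.4% at 15% or more. In replicate 2 the shares were 0.913%, 36.2%, 44.1% and 18.8%. A detected 5 mC had at least 2 unconverted reads. The detected 5 mC had a median depth of 19 reads in each replicate. The highest level was 36.4% in replicate 1 and 40% in replicate 2. Over all tested cytosines, detected or not, 94.8% in replicate 1 and 94.7% in replicate 2 were below 5%.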

We suspected that these methylcytosines are non-converted unmethylated cytosines rather than true methylcytosines. Therefore, in order to persuasively determine the true methylation state of these cytosines and to increase the reproducibility of our conclusions, we applied an overlapping strategy and required the true 5 mC to be the 5 mC detected in both biological replicates. This time, no 5 mC was detected (Figure 1C).

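Exactly 2 unconverted reads lay behind 95.4% of the detected 5 mC in each replicate. The noise rate alone, applied to the observed depths, gave 30,530 expected 5 mC in replicate 1 and 31,997 in replicate 2. With the genome-wide rate of each dinucleotide context in place of the lambda rate, the expected numbers were 35,648 and 36,503.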

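At a depth of at least 10 reads in both replicates, 10,166,411 cytosines were tested, and 331 of them were detected as 5 mC in both. With every tested cytosine equally likely, 105.8 were expected (one-sided exact hypergeometric test, p = 4.8e-69). From the context and depth of each replicate on its own, an estimate chosen after seeing the data, 211 were expected (one-sided exact Poisson test, p = 1.7e-14). In that estimate 108 of the 331 lay in groups of under 100 cytosines, which raises the number expected. Without the deepest 1% of cytosines, 216 were detected in both against 137.4 expected within strata of the same context and depth. Of these 216, 57 were in CG against 19.8 expected, 137 in CA against 99.2, 14 in CT against 10.1 and 8 in CC against 8.18. Without the sequence GGAAGAGC, which is part of the common start of Illumina adapters, 37 remained in CG. A rate for each 5-base context gave 21.4 expected for these. Leaving out GGAAGAGC was chosen after seeing the data. The number detected in both was 45 at a q of 0.001 and 1937 at a q of 0.05, and it was above 0 under every alternative run. Of the 5 cytosines detected in both with the smallest p on summed counts, 4 lay on very deep short sequences. EQ963504.1 at 1490 was unconverted in 20 of 299 reads (6.69%) in replicate 1 and in 22 of 528 (4.17%) in replicate 2. EQ963501.1 at 869, 1352 and 851 had levels from 1.77% to 7.69%. The remaining 1, the CG cytosine EQ963478.1 at 483865, was unconverted in 6 of 26 reads (23.1%) and in 7 of 24 (29.2%), and lay in the sequence GGAAGAGCG. The paper requires a true 5 mC to be detected in both replicates, and from its own overlap reports none.

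**Figure D2:**
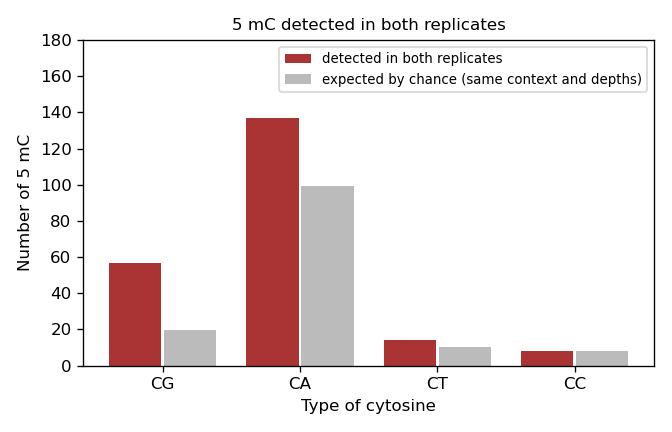
Number of 5 mC detected in both biological replicates by type of cytosine, without the deepest 1% of cytosines (dark bars), beside the number expected by chance among cytosines of the same context and depth (light bars). CG shows 57 against 19.8 expected, and CC shows 8 against 8.18. Of the 57 in CG, 37 remained without the sequence GGAAGAGC, which is part of the common start of Illumina adapters.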

**Figure 1:**
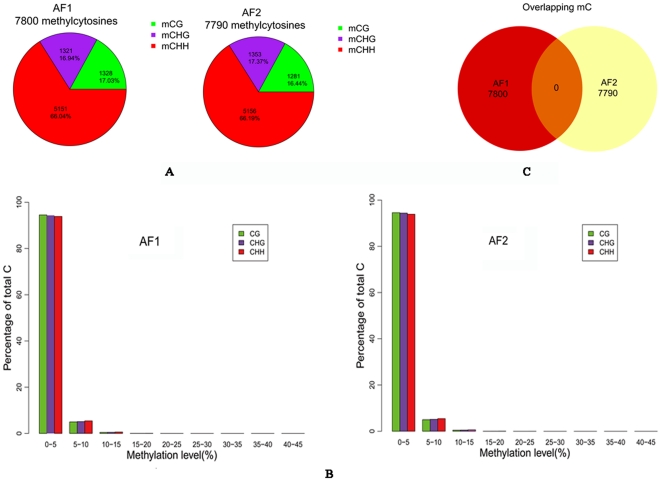
Bisulfite Sequencing Reveals a Lack of DNA Methylation in *A. flavus.* **A.** Number of methylcytosines passed the binomial correction algorithm in different contexts for each of both *A. flavus* biological replicates AF1 and AF2. **B.** DNA methylation levels of the methylcytosines in each biological replicate. **C.** Venn figure showing no methylcytosine is detected in both *A. flavus* biological replicates.

Further validation applying traditional bisulfite-PCR and sequencing (BS-PCR) for 3 selected batches of sequences, including 24 methylcytosines detected by any one of the two replicates, confirmed that these 5 mCs were indeed unmethylated. All the primers for BS-PCR validation were detailed in Table S2.

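With Benjamini-Hochberg adjustment over all tested cytosines, an upper-tail binomial test against the noise rate passed a false discovery rate of 0.05 at 34 cytosines in replicate 1 and at 9 in replicate 2, of which 7 and 2 lay outside the deepest 1%. Only 3 cytosines passed in both. In simulated data this test passed 24% of 50 cytosines at a level of 20% in replicate 1 and 32% in replicate 2, and 2% and 4% at a level of 10%. These simulated cytosines all had at least 10 reads in both replicates. On the summed counts of both replicates, 117 of 16,320,847 cytosines passed, 62 of them outside the deepest 1%. CG held 18 of the 117. A depth minimum of 20 reads lowered the number on summed counts to 72, and a minimum of 5 reads raised it to 157. Methylation at a small number of cytosines at levels near the noise was not detectable at this depth.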

Although *A. flavus* possesses a DNA methyltransferase gene homolog actively expressed throughout the life cycle (data not shown) and it has been reported to possess 1 methylcytosine out of 400 cytosines within the genome [10], our BS-Seq data clearly demonstrate the negligible level of methylation in this fungal species (further discussed in the Discussion section). Furthermore, through comparing the DNA methylation profiling of *A. flavus* with that of other 5 fungi, including *Phycomyces blakesleeanus*, *Coprinopsis cinerea*, *Laccaria bicolor*, *Postia placenta*, and *Uncinocarpus reesii*, revealed by Zemach and Ziberman with the same technology, which shows low but sufficiently significant DNA methylation (2%–6%, mC/total C) [19], we found that *A. flavus*, like the *Saccharomyces* members, locates in the breakpoint during the evolutionary course of DNA methylation in fungal species.

### DNA Methyltransferases of *Aspergillus* Members Show Significant Divergence Compared with Methylated Species

Since the occurrence of DNA methylation relies on DNA methyltransferase, the enzyme family that catalyzes the transfer of the methyl group to DNA, we wonder whether there is some special characteristics of the DNA methyltransferase homolog within the *A. flavus* genome, which exhibits negligible DNA methylation levels, compared with the DNA methyltransferases of the species with hypermethylated genomes. Therefore, we analyzed the conserved DNA methylase domain of the 6 fungi as well as several other DNA methyltransferases from the selected 7 fungi, 2 mammals, 5 invertebrates, and 3 plants (Figure 2) and depicted a phylogenetic tree based on the conserved domain of the DNA methyltransferases.

**Figure 2:**
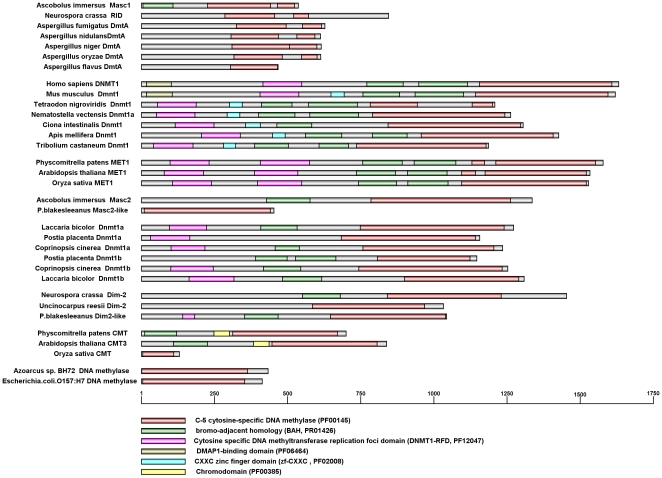
Structure of DNA methyltransferase proteins. The conserved domains of DNA methyltransferases from 12 fungi, 2 mammals, 5 invertebrates, and 3 plants. The DNA methylase domains locate on the N-terminal regions of each protein. The protein domain architectures were generated using the protein domain visualization software DOG 2.0 [48] based on the domain limits Pfam [47] with help of InterProScan [46].

It seems to us the character of the DNA methyltransferase possessed by one species turns out to be a very effective predictor of its DNA methylation status. Of our interest, we find that the DNA methyltransferases possessed by the *Aspergillus* members are closely related to the repeat induced point-mutation defective (RID) of *Neurospora* and the Masc1 of *Ascobolus immerses*, the two DNA methyltransferase homologs that have not been proven to have DNA methylase catalysis capability [20] (Figure 3 highlighted in red). These groups of DNA methyltransferase are highly divergent from the DNA methyltransferases that occur in the species with validated DNA methylation (bootstrap value: 100). So far, it seems logical to infer that the DmtA occupied by the *Aspergillus* member*s* might not be a true DNA methyltransferase, but may possibly be an enzyme responsible for repeat induced point-mutation (RIP).

**Figure 3:**
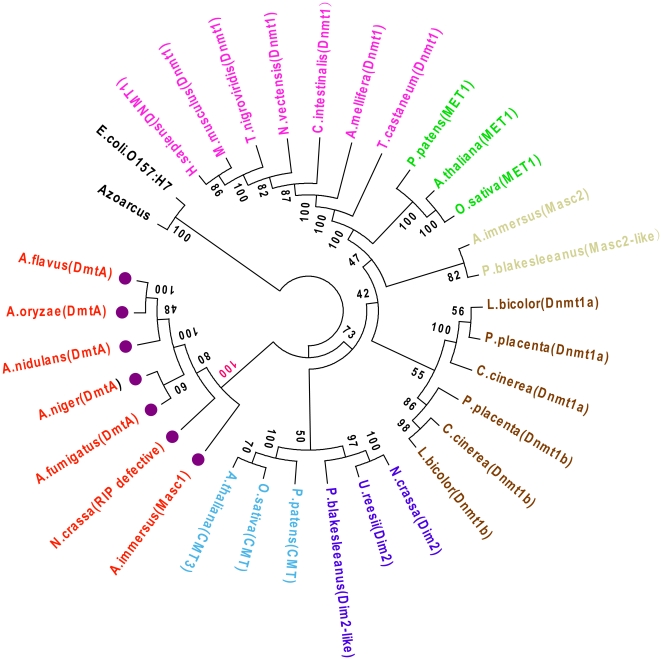
Phylogenetic tree of DNA methyltransferase. This tree intends to represent the divergence between DNA methyltransferases of *Aspergillus* members and those displaying DNA methyltransferase capabilities. It was constructed using Neighbor-joining statistical methods based on the Poisson model. The C-5 cytosine-specific DNA methylase conservative domains were identified based on the domain limits Pfam [47] with help of InterProScan [46]. The branches with bootstrap value <80 should be controversial due to lack of statistically robustness and we don't discuss these branches in the main text.

### Lack of Repeat Content in *Aspergillus* and the Repeats Display Significantly Higher RIP-index

Despite the fact that DNA methylation has only been observed in the gene body of the active genes of the *U. reesii* [19], DNA methylation has long been considered as an important genome defense strategy for fungi. Consistent with this fact, all the other 5 fungi investigated by BS-Seq showed heavy DNA methylation in their repeat regions [19]. However, our study showed that *A. flavus* lacked DNA methylation. We annotated a whole set of repeats within the genome of *A. flavus* and expectedly, *A. flavus* exhibited a statistically significant lack of repeat components compared with the other fungi (chi-square test, p-value<1.85e-86). In order to provide insights into the potential function of the RID-like enzyme in *Aspergillus* members, we applied the formula described in [21] and compared the RIP-index of the repeat regions among *N. crassa*, 5 *Aspergillus* members and the other 5 fungi mentioned above (Figure 4). Although the RIP-index distribution of *N. crassa* is globally higher than all of the rest fungi, we found that the RIP-index of the repeat regions of *A. flavus* and other *Aspergillus* members was significantly higher than that of the other 5 fungi with no RID-like homologs in their genome (t-test, p-value<0.1). Our results indicated that RIP, which was first discovered in *Neurospora* [21], [22] and later observed in *A. niger* [23], might potentially work in some of the *Aspergillus* members, including *A. flavus*, whose sexual state has been discovered [24] (further discussed in the Discussion section).

**Figure 4:**
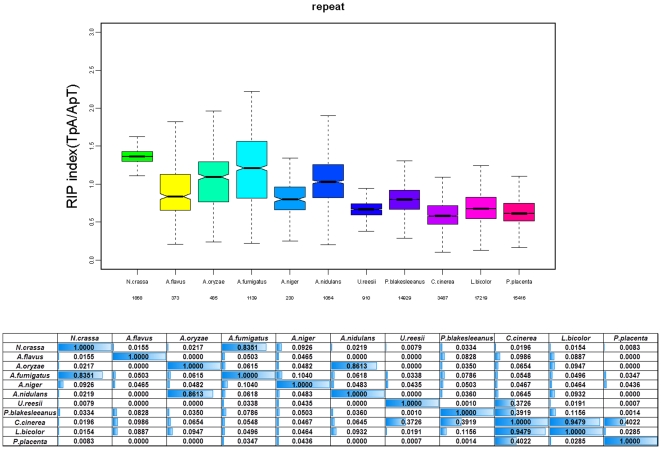
RIP index of the fungal repeats. The upper boxplot demonstrates the RIP index of *N. crassa*, 5 *Aspergillus* members and the other 5 fungi with available BS-Seq data. *Aspergillu*s members consistently display lower RIP-index than *N. crassa* but higher RIP-index than the other 5 fungi without RID-like homologs. The lower table denotes the p-value of two-tailed t-test between two fungi.

## Discussion

Epigenetic markers serve as a bridge between genetic components and the environment. DNA methylation is one of these markers and plays a vital role in the regulation of gene expression in eukaryotes. Several physiological processes, such as embryogenesis, genomic imprinting, X-inactivation, tumorigenesis in mammals [25], [26], transposon silencing in plants [27], and genome defense in fungi [28], have been linked to the modification of a methyl-group into the cytosine of DNA. However, this genomic modification is not present in all eukaryotes. While the DNA methylation level is high in mammals and plants, this level is very scarce among insects [17], [29]–[31] and varies significantly in fungal species [11]. Most fungi have varying low levels of DNA methylation, ranging from imperceptible to just barely detectable [11], [32].

Whether DNA methylation exists in *Aspergillus* remains controversial. The *Aspergillus* member *A. nidulans* does not show any observable difference between *Msp*I and *Hpa*II restriction patterns. However, high-frequency conversion to a “fluffy” developmental phenotype could be observed when this fungus was treated by DNA methyltransferase inhibitor 5-AC [12]. Our manipulations confirm the above phenomena in *A. flavus* and our laboratory also discovered that the production of AF declines when treating *A. flavus* with 5-AC. Additionally, although *A. flavus* has been reported to contain 0.25% methylcytosines within its genome [10], there are no other positive reports on the DNA methylation of this fungus and no specific methylated gene in *A. flavus* has been identified since then.

Indeed, sensitive and accurate detection of 5 mC relies largely on the technology and the experimental strategy for DNA methylation analysis. Methods based on the use of MSREs lack resolution and they can only detect 5 mC in the CG context. Thus, they are not suitable methods for the DNA methylation profiling of species with low levels of DNA methylation or with DNA methylation in cytosines in the non-CG context [33]. HPLC is relatively sensitive in the detection of global levels of DNA methylation but it tells nothing about the sequence context of the 5 mC and the distribution of the 5 mC [33]. It is also hard for a single HPLC experiment to determine whether the DNA sample has been contaminated by heterogeneous DNA fragments such as bacteria DNA. This can severely confuse the DNA methylation detection of species with low DNA methylation levels like *A. flavus*.

Curious to see if DNA methylation is acting to regulate the production of AF in this fungal species, we applied BS-Seq for the detection of DNA methylation in *A. flavus*. Also, we set two biological replicates for BS-Seq to guarantee a robust conclusion and applied BS-PCR to validate our BS-Seq results. Unexpectedly, our results reveal the DNA methylation level of *A. flavus* to be negligible. The zero methylcytosines that can be detected by two biological replicates and the failure of BS-PCR to reproduce the methylcytosines that were detected by only one replicate suggests two possibilities: First, DNA methylation pathway lost early in *A. flavus*. This can be supported by the lack of repeat content in *A. flavus* genome and if this fungus is asexual throughout the duration of its life, which is an important source for repeat amplification [34], it is understandable that loss of DNA methylation did not act up to negative selection. The second possibility is that *de novo* DNA methylation might occur transiently during a life phase and it is hard for us to detect any methylcytosines from the fungi reproducibly. If this turns out to be the case, we suspect the life phase when DNA methylation occurs may most likely be the obscure sexual stage of this fungus [24].

Comparison of the DNA methyltransferases between *A. flavus* with the other selected species that are hypermethylated in their genome reveals that the DNA methyltransferase of *A. flavus* as well as the other *Aspergillus* members is closely related to the Masc1 in *A. immersus* and the RIP defective in *N. crassa* [20], both of which were defective in transferring methyl-groups into the cytosines of DNA. So far, we are not sure whether this RID-homolog, which is actively expressed throughout the life cycle of *A. flavus* but is not an effective DNA methyltransferase, is engaged in the RIP process of the asexual fungus *Aspergillus*. However, repeat sequences of *Aspergillus* show higher RIP-index compared with those that do not possess RIP genome defense system. Since RIP has been reported to occur in two asexual fungi [35], it is logical to predict that in *A. flavus*, RIP also exists and may even be accompanied by DNA methylation during the very transient and obscure sexual stages [20].

Whatever the true status of the DNA methylome of *A. flavus* may be, DNA methylation in *A. flavus* is at such a low level that it can hardly be the target of the DNA methyltransferase inhibitor 5-AC. Furthermore, there is little possibility that DNA methylation acts to regulate the expressions of the genes involved in AF pathways. Therefore, we propose that there may be other mechanisms other than DNA methylation leading to the phenotype changes and AF reduction when *A. flavus* is treated with 5-AC. Mechanisms concerning genomic histone modification [36], [37] or the DNA mutagen effect of 5-AC [38] are possibilities.

Furthermore, the RIP-index of the repeat of *A. flavus* turns out to be higher than the fungi without RID-like enzyme, suggesting this fungus may possibly possess RIP process during the obscure sexual-stage which is very evanescent and may be potentially related to DNA methylation.

## Materials and Methods

### Data Availability

The raw Illumina sequencing data are deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) at NCBI with the accession number GSE32177.

### Fungal Strain and Culture Conditions

*A. flavus* NRRL 3357, a producer of aflatoxins B1, B2, G1, and G2, was cultured in liquid medium of 2.4% (w/v) potato dextrose broth (PDB, purchased from Difco) at 200 rpm. All cultures were kept at 30°C and kept away from light to avoid its effect on AF biosynthesis.

### DNA Extraction

Genomic DNA was extracted from *A. flavus* mycelia using a modified method as described on the web site of Integrated Fungal Research Center (http://www.aspergillusflavus.org/protocols/). A total of 2 g of mycelia, obtained through filtered culture, was grinded to a fine powder in liquid nitrogen. The powder was promptly scooped into a 10 ml tube containing 2 ml phenol and 4 ml H buffer (10 mM Tris-HCl, pH 7.5; 100 mM LiCl; 10 mM EDTA; 0.5% SDS), and vortexed thoroughly. The suspension was incubated at 60°C for 5 min and cooled on ice before 2 ml chloroform: isoamyl alcohol (24∶1, v/v) was added. After centrifugation at 11,000 rpm in 4°C for 10 min, the aqueous layer was transferred into a fresh tube. A total volume of 4 ml phenol and 4 ml chloroform: isoamyl alcohol (24∶1, v/v) were used successively to purify DNA. The aqueous layer was transferred into a fresh tube. NaAc and isopropanol were added to a final concentration of 0.3 M and 50% (v/v), respectively, mixed gently, and placed in a −20°C freezer for at least 45 min for precipitation. After centrifugation at 11,000 rpm in 4°C for 10 min, the precipitate was resuspended in 2 ml TE buffer containing 10 µg/ml protease K and incubated in 37°C for over 60 min. Another 2 ml TE was added before 4 ml phenol and 4 ml chloroform: isoamyl alcohol (24∶1, v/v) were used successively to purify DNA. RNase I was added into the aqueous layer collection with a final concentration of 10 µg/ml and then incubated at 37°C for at least 60 min. A volume of 4 ml chloroform: isoamyl alcohol (24∶1, v/v) were used several times to remove the impurities completely. NaAc and isopropanol were added into the aqueous layer collection to a final concentration of 0.3 M and 50% (v/v) respectively, mixed gently, and placed in −20°C freezer for at least 1 h for precipitation. The mixture was then centrifuged for 10 min at 11,000 rpm in 4°C. After washing with 70% ethanol twice, the precipitated DNA was resuspended in 100 µl TE buffer. The concentration and purity of DNA was determined by the measurement of A_260_ and A_280_ using a NanoVue spectrophotometer (GE Healthcare).

### BS Library Construction and Bisulfite Sequencing of *A. flavus*

The overall workflow was summarized in Figure S2.

An unmethylated DNA fragment (48,502 bp) isolated from infected *E. coli*, was used to determine the bisulfite conversion efficiency and as a quality control for bisulfite treatment.

Before bisulfite treatment, 25 ng λ-DNA were added to the 5 µg genomic DNA of *A. flavus*. Then the mixed DNA was fragmented with a Sonicator (Sonics &Materials) to a mean size of approximately 200 bp for biological replicate 1 and around 250 bp for biological replicate 2. After blunt ending, 3′-end addition of dA, Illumina methylated adapters were added according to the Illumina manufacturer's instructions. The bisulfite conversion of *A. flavus* DNA was carried out using a modified NH_4_SO_4_-based protocol [39] and amplified by 12 cycles of PCR. Ultra-high-throughput pair-end sequencing was carried out using the Illumina Genetic Analyzer (GA2) according to the manufacturer instructions. Raw GA sequencing data was processed by Illumina base-calling pipeline (SolexaPipeline-1.0).

### Mapping and Initial Processing of the Data

After removal of the adaptor sequences, the 49 bp reads from each of the biological replicates were aligned to the *A. flavus* genome. Because of the strand specificity of DNA methylation, two rounds of alignments were carried out. All cytosines of the bisulfite-converted reads were transformed to thymine and aligned to the genome sequences termed the “T genome”, whose cytosines had been converted to thymine. Also, all guanine of the bisulfite converted reads were transformed to adenosine and aligned to the genome sequences termed the “A genome” whose guanines had been converted to adenosine. The alignments were carried out with BGI SOAP aligner version 2.01 [40], allowing up to two mismatches for successful mapping. And then, we transformed each aligned read and the two strands of the *A. flavus* genome back to their original forms to build an alignment between the original forms. Cytosines in the BS-Seq reads that are also matched to the corresponding cytosines in the plus (Watson) strand, or otherwise guanines in the Methyl C-seq reads, that are also matched to the corresponding guanines in the minus (Crick) strand will be regarded as potential 5 mCs. Note that for a particular cytosine, it could be in the methylated state (mC) and it could also be in the unmethylated state due to the heterogeneity of the cell populations. We emphasized this here for easier comprehension of the further analysis.

We carried out several filtrations of the data to ensure the accuracy for methylation calls. First, we filtered out all cytosines with an Illumina Q score smaller than 20, which guaranteed that a base was correctly called at more than 99% probability. Second, multiple reads mapped to the same start positions as well as the same end positions were defined as clonal duplicates because these events seldom occur with the sonicated pair-end reads. We filtered these reads to avoid inaccuracy that might be caused by the bias during the PCR amplification. Third, we filtered out the reads that were mapped to multiple sites within the genome. Finally, all the non-clonal reads with sufficient Q scores and that were unambiguously mapped to the genome were applied for further analysis.

Summary of the data quantity after each step of filtration is shown in Table S1 for *A. flavus*. Conversion rate was estimated by (1-the number of methylated cytosines divided by the number of total cytosines of the unmethylated lambda DNA sequences) ×100%.

### Determination of DNA Methylation Level and Identification of 5 mC

DNA methylation level of the genome was calculated as the number of potential 5 mC detected in the preceding section, divided by the total number of identified cytosines within the whole set of reads.

To identify the methylcytosines from the background noise due to non-conversion of the unmethylated cytosines, we first used the methylation level of the unmethylated lambda DNA as the noise control, which provides a measure for the false-positive rate (sum of the nonconversion rate and thymidine-to-cytosine sequencing errors). Then we applied the correction algorithm of [18] and set the significance threshold to be 0.01. The interrogated cytosines were required to be sequenced for at least 10 times to improve the power of this algorithm.
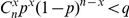
The *p* in the formula is the false-positive rate and the *q* is the significance threshold.

However, since the DNA methylation level of the resulting methylcytosines turned out to be very low and the BS-Seq project of silkworm [17] discovered that even cytosines with high methylation level could still be false positive. Therefore, we applied the same biological replicates overlapping strategy as [17] and searched for the overlapping methylcytosines independently identified in both replicates.

### BS-PCR Validation

We selected three target regions containing 24 methylcytosines identified in only one of the two biological replicates for bisulfite PCR using Sanger sequencing to validate the methylation status. Primers were designed by MethPrimer and listed in Table S2.

One microgram of genomic DNA from *A. flavus* biological replicate 1 was bisulfite-converted following the same protocol as above. We set the target sequence as the subject and the raw reads as the query and applied blastn to align the reads to the target sequences (e-value<1e-3, matched sequences > = 30). 100% of the reads were successfully mapped to the target regions.

### Public Data Used in the Bioinformatic Analysis, Repeat Annotation, and RIP-index Calculation

The databases and the URLs of the public data used in our study were summarized in Table S3.

Repetitive sequences of *A. flavus* as well as the other fungi were annotated by an in-house pipeline of BGI which combines analysis against the Repbase library and *de novo* repeat identification. In brief, we identified known transposable elements using RepeatMasker against the Repbase library (Smit AFA, Hubley R, Green P. RepeatMasker Open-3.0. 1996–2010 <http://www.repeatmasker.org>). Also, we aligned the genome sequence to the curated transposable element-related proteins using to identify highly diverged transposable elements.

Furthermore, we use RepeatScout [41], PilerFinder [42] and TLR Finder [43] to construct a *de novo* repeat library.

RIP index is calculated as the ratio of “TpA/ApT”. Since one premium of RIP is that the homolog section reaches 400 bp [21], [44], [45], we only counted the repeats with length > = 400 bp here.

### Blastp for DNA Methyltransferase Homolog of *A. flavus* Against the DNA Methyltransferases of Other Species

We set the whole set of protein sequences of the *A. flavus* as the query and the protein sequence of the DNA methyltransferase groups of 10 fungi, 3 plants, 6 invertebrates and 2 mammals (summarized in Table S3) as the subject and carried out blastp to search for any homologous sequences (E-value< = 1e-10) of DNA methyltransferase within the *A. flavus* genome.

### Identification of the C-5 Cytosine-specific DNA Methylase Conservative Domain and Construction of Phylogenetic Tree

We use InterProScan [46] to identify the C-5 cytosine-specific DNA methylase conservative domain of all the available DNA methyltransferase protein sequence based on the domain limits Pfam [47]. The protein domain architectures were generated using the protein domain visualization software DOG 2.0 [48]. Since we observed that the fungal DNA methyltransferases have a more similar sequence with DNMT1 than DNMT3, we therefore intended the DNMT1-like DNA methyltransferases families from the other selected species as the investigated targets.

The phylogenetic tree was constructed using MEGA software [49] based on the protein sequences of the conserved C-5 cytosine-specific DNA methylase domain. Both maximum likelihood statistical methods based on the JTT model and Neighbor-joining statistical methods based on the Poisson model were used to analyze the tree and 100 bootstrap replications were used to test the tree. Only branches with a bootstrap value higher than 80 are further discussed in the main texts. Bacterial *E.coli* methyltransferases were used as an out-group. The two statistical methods produced the same topology results. Finally the tree based on Neighbor-joining method was subjected for further embellishment. We also carried out the analysis and applied the whole protein sequences of DNA methyltransferases, which also produced the same topological results.

## Supporting Information

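The accumulating depth was computed over all contexts together. At least 5 reads were present at 88.1% of listed cytosines in replicate 1 and at 89.0% in replicate 2. The shares fell to 65.2% and 67.0% at 10 reads, the depth needed for 5 mC detection, and to 16.1% and 16.4% at 20 reads.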

Figure S1 **Accumulating sequencing depth for each biological replicate in different context.** The Y axis denotes the percent of the *A. flavus* genomes that is covered by differing minimum number of reads (Sequencing depth, X axis) in biological replicate 1 (A) and biological replicate 2 (B).
(TIF) Click here for additional data file.

Figure S2 **Overall workflow of BS library construction and bisulfite sequencing.**
(TIF) Click here for additional data file.

Table S1 **Summary of data production.**
(XLSX) Click here for additional data file.

Table S2 **Primers used for BS-PCR.**
(XLSX) Click here for additional data file.

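Table S2 lists a left and a right primer for each of 3 regions, 6 primers in all. Each pair was designed for DNA after bisulfite treatment, in which unmethylated cytosines are read as thymines, so it matches a single converted strand. The primers were placed on the genome sequence held in the deposited data, with cytosines converted on each strand in turn. The pair of region 3 matched exactly as printed, on the Watson strand of EQ963478.1 from 2222663 to 2222828. The 4 primers of regions 1 and 2 had 3 to 4 mismatches as printed and matched exactly only when read from the last base to the first. Read so, region 1 lay on EQ963476.1 from 1923300 to 1923515 and region 2 on EQ963472.1 from 468851 to 469148, both on the Crick strand.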

Table S3 **Summary of the public data used in the bioinformatic analysis.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

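BS-Seq reads of 2 biological replicates of A. flavus mycelium were used, 1 library each, with 25 ng of lambda DNA added to 5 µg of genomic DNA before fragmentation. The authors aligned 49 bp pair-end reads with the SOAP aligner to converted forms of the genome, allowed up to 2 mismatches, and removed clonal duplicates and reads mapped to multiple sites. They deposited for each base the counts of unconverted and converted reads and the quality of each read base, with no normalization. The deposited counts included bases below a Q score of 20, which made up 2.32% of unconverted calls in replicate 1 and 2.17% in replicate 2. Counts were recomputed from the qualities at a minimum Q score of 20, with a quality offset of 64.

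All calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The global level was the number of unconverted calls divided by all cytosine calls, with exact Clopper-Pearson intervals at 95%. A cytosine was detected as 5 mC when the binomial point probability of the paper's formula was below 0.01, its level was above the noise rate, and its depth was at least 10 reads. The noise rate was the lambda rate of Table 1 of the same replicate number, 0.443% or 0.448%, because the deposited sequences held no lambda DNA. A Fisher's exact test against lambda counts was foreseen and was not made for this reason. The overlap of the replicates was tested by a one-sided exact hypergeometric test and compared with the number expected within strata of context and depth, outside the deepest 1%. Windows of 1 kb needed at least 200 cytosine calls. Primers were placed on the genome sequence that the deposited data themselves hold, because no separate genome of the same build was used. The annotation at hand belonged to another assembly, so the aflatoxin cluster and dmtA were not analysed here.

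The calls, the overlap, the false discovery rate and the windows were tested on simulated data with the real depths and 200 changed cytosines. The changed cytosines were drawn from those with at least 10 reads in both replicates, which were 10,166,411 of 18,330,363. The shares detected therefore hold for such cytosines only. At a simulated level of 20%, 66% of 50 cytosines were detected in both replicates, at 10%, 20%, and at 50% or 80%, all of them. The false discovery rate was passed in replicates 1 and 2 by 2% and 4% of cytosines at a level of 10%, 24% and 32% at 20%, 94% and 96% at 50%, and all at 80%. Among 10,166,211 unchanged cytosines, 81 were detected in both replicates against 78.2 expected. Unchanged cytosines had the same noise rate in every context and independent draws. The simulation therefore does not cover a background that varies with the sequence. Of 100 windows raised to 2 times the noise rate in replicate 1, 75% passed, with 2 false windows among 36,773. The windows left unchanged had that single noise rate too, so the number of false windows holds for such a background only.

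Named cytosines were the 5 with the smallest upper-tail p on summed counts among those detected in both replicates, and named windows the 5 with the smallest p in the worse replicate. These rules, the tests and most alternatives were set before the data were examined. Alternatives covered the depth minimum, the form of the probability, the noise rate, q, the deepest 1% of cytosines, strands, window size and a beta-binomial test, and each replicate was left out in turn. Alternatives chosen after seeing the data were the Q score minimum, the exchange of the lambda rates, a rule per depth that holds the expected share of chance calls under 1%, the Table S1 denominator, the depth in 1 kb windows, the expected number from each replicate's own depth and, in the BS-PCR regions, cytosines with at least 1 unconverted read.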

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

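All tests on the GGAAGAGC sequence and on the primers were chosen only after those results were seen, and the test on stretches without G was set before its own result was seen. The design holds a single condition, so no explanation by a condition was tested.

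Cytosines in the sequence GGAAGAGCG, which the paper does not discuss, stood above the genome level. Their level was 4.84% in replicate 1 and 4.03% in replicate 2 over 400 cytosines, which held 21 of the cytosines detected in both replicates. Among all 65,536 sequences of 9 bases around a cytosine, GGAAGAGCG ranked highest, at 4.45% on summed calls. GGAAGAGCA came next at 2.202%, practically level with the unrelated ACACACACA at 2.201%. With any base after the cytosine, the mean level of GGAAGAGC was 2.10%, and that of 21 sequences with a single changed base before the cytosine was between 0.350% and 0.735%. The sequence is also part of the common start of Illumina adapters, and the paper states that methylated adapters were used. Several technical explanations were argued against by the values. Adapter bases left at read ends would need a match of the bases before the sequence within the 2 mismatches that the alignment allowed, yet the level was 2.23% where the 5 bases before GGAAGAGC had 3 or more mismatches to the adapter and 1.64% elsewhere. An error of T read as C would raise mismatches at thymines of GGAAGAGTG to the excess of unconverted reads at GGAAGAGCG. As shares of the reads of both strands, these mismatches were 0.378%, above the 0.163% at all thymines, and the excess was 2.23%, so such an error could account for a small part of it only. Molecules that escaped conversion as a whole would raise neighbouring cytosines, and those within 12 bases stood at 0.501%. A loss of converted reads in the removal of adapter reads would lower the depth, which was 14.7 reads at GGAAGAGCG against 13.7 at CG cytosines without GGAAGAGC, both among cytosines under 100 reads. An effect that grows with the match to the adapter before the sequence would be highest after a C, where the level was 1.56%, against 3.55% after an A. A match to the adapter after the sequence stays open. With the adapter base G after GGAAGAGC, the level was 4.84% in replicate 1 and 4.03% in replicate 2. With A, the next highest, it was 2.41% and 1.98%, and the intervals were apart in both replicates. These values go with such a match, but GGAAGAGCG was singled out after its level was seen. The level of GGAAGAGCG was 5.25% when followed by G or T, as in the adapters, and 3.75% when followed by A or C. The intervals of that comparison overlapped in replicate 2. A biological explanation, methylation of both strands of the CG, would raise the cytosine of the opposite strand, which stood at 0.480%. Methylation of a single strand and other effects of library construction were not tested.

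In 18 windows of 1 kb, unconverted calls passed the threshold in both replicates, a signal outside the sites the paper discusses. Very deep sequences held 8 of them. For the other 10, reads from stretches without G are a candidate explanation, since such reads carry no base that tells the strands apart after conversion. Without cytosines in stretches of 20 or more bases without G, 0 of these 10 windows passed in both replicates. Leaving cytosines out also lowers the number of calls, so a window near the threshold can fail for that reason alone. EQ963478.1 from 505001 to 506000, for example, had passed in replicate 2 at an adjusted p of 0.0466 (upper-tail binomial test, Benjamini-Hochberg). The level was 2.76% in replicate 1 and 2.30% in replicate 2 in stretches of at least 49 bases, the read length, against 0.445% and 0.447% in stretches under 10 bases. It was only 0.584% and 0.571% from 20 to under 30 bases, and 0.671% and 0.635% from 30 to under 49 bases. Stretches of these 2 lengths are shorter than a read and held most of the 1,021,447 cytosines left out. The window test did not separate them from the longest stretches. Of the 8 windows on very deep sequences, 6 still passed without such stretches, and these stay open.

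Of the 6 BS-PCR primers, 4 had at least 3 mismatches to the genome as printed and matched it exactly only when read in reverse, which the paper does not mention. Primer sequences written in reverse direction are a candidate explanation. Read so, each of the 4 had 1 exact match, and the primers of each pair enclosed 216 and 298 bp of the same strand.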

How the results depend on the processing

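Tests with no Q score minimum, a Q score minimum of 30, exchanged lambda rates, the rule per depth, the Table S1 denominator, depth in 1 kb windows, the expected number from each replicate's own depth and at least 1 unconverted read in the BS-PCR regions were chosen only after the results were seen. No paired analysis was possible because the design holds a single group of 2 replicates. Where a value moved, the cause was not tested unless stated.

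The share of covered cytosines fell to 88.6% at 5 reads and 66.1% at 10 reads, and was 90.9% with the Table S1 denominator. The mean depth was 13.4 reads over covered cytosines. The depth correlation was 0.883 for cytosines read in both replicates, 0.707 without the deepest 1%, 0.716 as Spearman's rho, 0.83 on the log2 scale (0.833) and 0.989 in 1 kb windows.

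The global level stayed between 0.448% and 0.473%. It was 0.463% at 5 reads, 0.458% at 10 reads, 0.448% at 20 reads, 0.461% as the mean of per-cytosine fractions, 0.465% without the deepest 1%, 0.464% without cytosines at 20% or more, 0.473% with no Q score minimum and 0.456% at a Q score minimum of 30. In CG the moved values were 0.428% at 10 reads, 0.426% at 20 reads, 0.429% for fractions, 0.431% on the Watson strand, 0.429% on the Crick strand, 0.429% without cytosines at 20% or more, 0.439% with no Q score minimum and 0.417% at 30. In CA they were 0.661%, 0.652% and 0.629% at 5, 10 and 20 reads, 0.657% for fractions, 0.661% without cytosines at 20% or more, 0.671% with no Q score minimum and 0.657% at 30. In CT they were 0.375%, 0.370% and 0.361% at 5, 10 and 20 reads, 0.372% for fractions, 0.377% on the Watson and 0.378% on the Crick strand, 0.377% without the deepest 1%, 0.377% without cytosines at 20% or more, 0.386% with no Q score minimum and 0.369% at 30. In CC they were 0.364%, 0.362% and 0.360% at 5, 10 and 20 reads, 0.362% for fractions, 0.373% with no Q score minimum and 0.357% at 30. With each replicate left out, the level was 0.465% both times, and the genome level was above lambda DNA in each comparison over all contexts. In CG alone it was below lambda DNA, at 0.4302% against 0.431% in replicate 1 and 0.4297% against 0.437% in replicate 2. The share of genome windows at least as far as lambda DNA rose in replicate 1 from 19.9% to 36.7% at 10 reads, 34.5% on the Watson and 30.2% on the Crick strand, and in replicate 2 from 29.4% to 51.6%, 43.5% and 41.3%. With exchanged lambda rates it was 30.4% and 18.1%, in CT 28.8% and 13.8% in place of 15.5% and 25.5%, and in CC 82.9% and 20.7% in place of 19.0% and 89.4%.

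The number of 5 mC in replicates 1 and 2 was 16,163 and 16,721 at a depth of 20 reads, 2709 and 2771 at a q of 0.001, 137,878 and 138,078 at a q of 0.05, and 177 and 173 under the rule per depth. It stayed within 1.5 times under the other 9 alternatives. Those detected in both numbered 191 at 20 reads, 45 at a q of 0.001, 1937 at a q of 0.05, 216 without the deepest 1%, 51 under the rule per depth and 1251 within 10 bp, where 20 random placements gave a mean of 942. The number expected in both without the deepest 1% was 137.4 within strata and 142.6 from each replicate's own depth, which was chosen after seeing the data. Over all depths no expected number within strata is given, because 109 of the 331 lay in strata of under 100 cytosines, where the expected number follows the observed. Each replicate's own depth gave 211 over all depths, and 108 of the 331 lay in groups of under 100 cytosines there too. This number of shared 5 mC needs both replicates, so none was left out. The median level of detected 5 mC was 8.33% and 8.70% at 20 reads and 0% and 0% over all tested cytosines.

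Cytosines past the false discovery rate on summed counts numbered 157 at 5 reads, 72 at 20 reads, and 9 to 34 with each replicate left out, which lowers the number of reads. In replicate 1 they numbered 62 at 5 reads, 19 at a rate of 0.01 and 17 with the context rate. In replicate 2 they numbered 28 at 5 reads, 16 at 20 reads, 5 at a rate of 0.01 and 5 with the context rate. Windows past the threshold in both replicates numbered 27 at 500 bp, 5 at 5 kb, 11 on the Crick strand and 3 with the beta-binomial test, and r was 0.0858 at 500 bp, 0.151 at 5 kb and 0.0926 on the Crick strand. In the BS-PCR regions, the level of region 2 in replicate 2 fell to 0% at 10 reads, no cytosine of the target strand of region 1 in replicate 2 had 10 reads, and 21 cytosines had at least 1 unconverted read, with or without the Q score minimum, against 1 detected. The 4 named cytosines on very deep sequences were not tested without the deepest 1%.

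Not run were Fisher's exact test against lambda counts and lambda levels by trinucleotide, which need lambda reads or sequence, the denominators of unique and of reference cytosines, and the aflatoxin cluster and dmtA with their alternatives. Depth limited detection: a level of 10% was detected in both replicates at 20% of simulated cytosines, all of which had at least 10 reads in both.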

Differences from the paper's values

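The rule per depth, the depth in 1 kb windows and the count of cytosines with at least 1 unconverted read were chosen only after the results were seen.

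The depth correlation was 0.889, and the paper's value is 0.98. All 4 alternatives set before the data were examined differ from it as well. The mean depth in 1 kb windows, chosen after seeing the values, gave 0.989.

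The number of detected 5 mC was 36,457 in replicate 1 and 37,351 in replicate 2, and the paper's values are 7,800 and 7,790. No alternative set before the data were examined closed this gap, with 2709 and 2771 at a q of 0.001 and 16,163 and 16,721 at a depth of 20 reads as the nearest on either side. The rule per depth, chosen after seeing the values, gave 177 and 173. As shares of the listed cytosines, the 36,457 and 37,351 were 0.200% and 0.205%, against the paper's 0.04%, and every alternative set in advance differs here too.

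The share of detected 5 mC below a level of 5% was 0.856% in replicate 1 and 0.913% in replicate 2, against about 95% in Fig. 1B, read by eye. Of the alternatives set before the data were examined, all tested cytosines, detected or not, gave 94.8% and 94.7% and does not differ, while a depth of 20 reads and the upper-tail probability do.

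The number of 5 mC detected in both replicates was 331, and the paper's is 0. Every alternative set before the data were examined differs from it, from 45 at a q of 0.001 to 1937 at a q of 0.05.

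In the BS-PCR regions, 1 cytosine was detected in either replicate, and the paper's value is 24. With cytosines having at least 1 unconverted read, chosen after seeing the values, the number was 21. The paper does not list the positions of its 24, so none could be matched.

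The paper's text states that few detected 5 mC lie above 15%, and here 19.4% and 18.8% were at 15% or more. It places the global level of replicate 2 above that of replicate 1, and here both were 0.465%, a difference of 0.000373 percentage points, as in Table 1 of the paper, whose levels over all cytosines are the same for both replicates and match these. In both, CHH and CHG held most of the detected 5 mC.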

Other observations

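Tests on the deepest cytosines, on the very deep sequences and on the replicate numbers were chosen only after the results were seen, and those on neighbouring bases were set before theirs were seen. The design holds a single condition, so no explanation by a condition was tested.

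The 5 mC detected in both replicates exceeded the number expected by chance. A few very deep sequences were not the whole cause, since 216 remained without the deepest 1% against 137.4 expected within strata of context and depth, or 142.6 from the context and depth of each replicate on its own, an estimate chosen after seeing the data. A background that depends on the neighbouring bases may account for those outside CG, where a rate for each 5-base context gave 156.0 expected against 159 observed (one-sided exact Poisson test, p = 0.415). In CG the same model gave 21.4 against 57 observed (same exact test, p = 1.4e-10). Without GGAAGAGC, 37 remained in CG against 21.4 (same exact test, p = 0.0014), and their cause stays open.

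The 12 very deep sequences, 37,893 bases with a G+C content of 27.2%, held 108 of the 331. A background equal for all cytosines of a dinucleotide context would give 21.9 from their own rates, and a background that depends on 5 neighbouring bases, scaled to their level, would give 52.6. Both lie below the observed number, and the remainder stays open. Wider contexts and reads from near-identical copies elsewhere were not tested.

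Of the 10 levels of Table 1, 4 differed from the replicate of the same number after rounding as in the table, and 0 differed from the other replicate. An exchange of replicate numbers between the table and the deposited data is a candidate explanation, and Table S1 gives more mapped reads to replicate 1 while replicate 2 had more calls in the deposited data. The fragment sizes differ in the same way, with 200 bp for replicate 1 and 250 bp for replicate 2 in the Materials and Methods and the reverse in Table S1. It is therefore not settled which lambda rate belongs to which library. Exchanging the lambda rates gave 336 5 mC in both replicates in place of 331, and it moved the share of genome windows at least as far as lambda DNA from 19.9% to 30.4% in replicate 1 and from 29.4% to 18.1% in replicate 2.

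Across 36,766 windows of 1 kb, unconverted calls differed between the replicates by a chi-square of 1.30 per degree of freedom, and all cytosine calls by 23.8. With the number of calls in each window taken into account, the value for unconverted calls was 1.19. A read carries several calls, which are not independent, so these values do not show whether the libraries are separate.

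In the BS-PCR regions, the level between the primers on the target strand was 0% of 193 calls in replicate 1 and 1.99% of 151 in replicate 2 for region 1, 0% of 310 and 0.676% of 296 for region 2, and 0.520% of 577 and 0.555% of 541 for region 3. Of 199 cytosines on both strands, the only 1 detected was EQ963478.1 at 2222736 in replicate 2, a CG in GGAAGAGCG, unconverted in 2 of 18 reads there and in 1 of 19 in replicate 1.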
